A study of Rattus norvegicus with 24 samples. Its data were reported in "Transfer RNA-Derived Fragments and isomiRs Are Novel Components of Chronic TBI-Induced Neuropathology" (2022).

How the data were processed

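Small RNA was sequenced from the perilesional cortex and the ipsilateral thalamus of 12 rats, 6 with lateral fluid-percussion injury (TBI) and 6 sham-operated controls, taken 3 months after surgery. Lateral fluid-percussion is a rat model of head injury in which a pulse of fluid strikes the exposed dura, and sham-operated rats had the surgery without the pulse. Each rat gave 1 library per region, so there were 24 libraries. Groups and rat numbers were taken from the sample titles. The TBI rats had been chosen by the study for chronic inflammation seen by imaging, so the comparison is between such rats and shams, not between injury in general and shams.

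According to the study's methods, the authors size-selected inserts of miRNA and small fragment length, sequenced them, trimmed adapters, mapped the reads to the rat genome assembly RGSC3.4 with miRBase annotation and tested each region with edgeR and trimmed mean of M-values (TMM) scaling. The authors deposited whole read counts for each library. In cortex the count table listed 728 miRNAs and 444 tRNA features, where a tRNA feature is 1 annotated tRNA gene named by a number, amino acid and anticodon. In thalamus the count table used here listed 728 miRNAs and no tRNA feature. The authors also deposited CPM tables (counts scaled to 1000000 per library), for miRNAs alone and for miRNAs with tRNA features. Checked against the deposited counts, each CPM value of a feature with a deposited count was that count divided by 1 constant per library, with no TMM factor. The 266 tRNA features of the thalamus table had no deposited count here and were not checked in this way. The kept miRNAs had a second-highest CPM of at least 10.0 in cortex and 10.3 in thalamus, and the dropped ones at most 9.41 and 9.82, as a minimum of 10 CPM in at least 2 libraries gives. Reads could align to several near-identical tRNA copies, and how the authors divided them is not stated. Values of single tRNA features are therefore uncertain where copies share reads. Position within a tRNA was not in the tables, so a feature counts all fragments of that tRNA.

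Depth, as the sum of miRNA counts, ran from 744564 to 4069284 reads in cortex and from 523298 to 4139901 in thalamus. One read was worth 0.222 to 1.18 CPM in the cortex small RNA table and 0.221 to 1.62 CPM in the thalamus small RNA table, and a count of 0 in the shallowest library allows up to 3.54 CPM in cortex and 4.87 in thalamus (3 reads). Such floors cover counting error only, since PCR copies of a molecule are not independent.

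Counts were tested with the edgeR quasi-likelihood test (version 4.0.16 in R 4.3.3) after filterByExpr and TMM, per region, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of edgeR fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Cortex small RNA features (miRNAs and tRNA features together) were tested the same way. The thalamus small RNA table held CPM and was therefore tested with limma (version 3.58.1; lmFit and eBayes with trend) on log2(CPM + 1) of features with at least 1 CPM in at least 6 libraries, the branch set beforehand for normalized values. Fold changes on that scale understate the change of low features. tRNA features were counted within these fits, with the adjustment over all small RNA features. The share of tRNA in each small RNA table was compared by an exact two-sided permutation test over all 924 divisions of the 12 libraries. Whether tRNA features moved together was tested with fry, with camera (preset correlation 0.01, and estimated) as alternatives. p-values of fry and camera come from limma and are not exact. The difference of the injury effect between regions was tested as an interaction over all 24 libraries, with edgeR for miRNAs and, for tRNA features, with limma on the 2 CPM tables. Those tables were scaled separately, which departs from the edgeR fit planned for the tRNA interaction, since thalamus held no tRNA counts. Within thalamus groups, log2(CPM + 1), with TMM factors (unweighted for the tRNA features), of miR-146a-5p and miR-155-5p was correlated with the summed tRNA-Ile-AAT and tRNA-Lys-TTT features, using exact permutation p-values and adjustment over the 8 relations.

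The rat number pairs the cortex and thalamus libraries of 1 animal. Deviations of log2 miRNA values from the group means were correlated between the libraries of a rat. The median was 0.38 (range -0.18 to 0.64 over 12 rats, above 0.1 in 8), against a median of -0.05 between different rats of a group. The correlation ran from 0.30 to 0.64 in TBI rats and from -0.18 to 0.49 in sham rats, and every rat below 0.1 was sham. Evidence for the pairing from these values thus came mainly from the TBI rats. The libraries of a group were not duplicates, as the chi-square per degree of freedom between 2 libraries of a group was at least 35.0 in cortex and 78.5 in thalamus over 30 pairs each.

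Named in the text were the miRNAs and tRNAs the study had picked, the 5 features of each table with the smallest unadjusted p past the threshold, and the 3 with the largest mean. This rule, the tests and most alternatives were fixed before the data were examined. Chosen afterwards were 4 alternatives for the counts of calls, other scaling of the summed tRNA features and single tRNA features in the relations. So were the tests with log2 depth as a covariate, the test of general tRNA breakdown and both tests of choroid plexus in cortex. The count of splits of the rats with tRNA features passing in both regions was also added later. Later too were the reading of the lists by fry and the standard error beside the median, and the choices to leave some explanations open. Those choices concerned lists whose members went both ways and the reads shared between tRNA copies. Alternatives were other scaling factors (median of ratios, library size, miRNA counts), other filters, DESeq2 (version 1.42.0), the edgeR exact test, limma-trend, a fit of all 24 libraries, a pseudocount of 0.1, tRNA features summed by anticodon and leaving out each rat. Lists of miRNAs held by choroid plexus, red blood cells and white blood cells or microglia, of the cluster of miR-17 to miR-92a and of the opposite arms of miR-132 and miR-212 were written before their tests. The tests were tried on simulated counts drawn from the real means and depths, with 200 features assigned a log2 change of 1 (fewer where a table was small). edgeR recovered 92.9% of the changed miRNAs in cortex and 69.8% in thalamus, limma on CPM recovered 85.4% and 61.9%, and no feature was called with nothing changed in any of 5 runs each. The false share of calls was 2.70% and 2.51% for edgeR, and 4.26% and 6.64% for limma. These shares are for the comparisons of TBI with sham. For the interaction, a first simulation that changed all features in one direction was replaced by one with changes in both directions, in which edgeR recovered 134 of 200 miRNAs with an absolute log2 change of 2, with 3 false calls.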

Results

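Small RNA libraries from the perilesional cortex and the ipsilateral thalamus of 6 TBI and 6 sham-operated rats were compared at 3 months after surgery. The 12 rats gave both regions. The libraries held between 744564 and 4069284 miRNA reads in cortex and between 523298 and 4139901 in thalamus. Depth did not differ between TBI and sham in cortex (exact permutation test, two-sided, p = 0.779) or in thalamus (p = 0.805, exact permutation test). The most abundant miRNA, miR-128-3p, took 18.8% ± 1.39 (SD, n = 6) of cortical miRNA reads in TBI and 26.9% ± 4.39 (SD, n = 6) in sham. The shares differed between the groups (exact permutation test, two-sided, p = 0.00216, the smallest the design allows). The groups nearly touched, with the highest TBI rat at 20.84% and the lowest sham rat at 20.90%. TMM factors in cortex ran from 0.979 to 1.17 in TBI and from 0.788 to 1.08 in sham, and differed between the groups (exact permutation test, p = 0.0281).

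The first comparison asked which miRNAs changed in the perilesional cortex. Of 371 miRNAs tested, 22 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 11 higher and 11 lower in TBI. The higher ones had log2 fold changes of 0.57 to 1.78 and the lower ones of -0.96 to -0.35. Among settings with all rats, the count ran from 5 in the fit of all 24 libraries, of which 4 were among the 22, to 41 with DESeq2, which held all 22. With scaling by library size only, 39 passed, 36 higher and 3 lower (14 of them among the 22), and the median log2 fold change of all miRNAs moved by 0.20. The direction of small changes thus depended on the scaling. The count also ranged from 4 to 30 when single rats were left out, with the lowest count without sham rat 38.

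The smallest p-values belonged to miR-132-5p and miR-212-5p, which were both lower in TBI. The normalised read count of miR-132-5p was 1059 ± 63.2 CPM (SD, n = 6) in TBI and 1841 ± 300 CPM (SD, n = 6) in sham, a log2 fold change of -0.80 (SE 0.12, adjusted p = 0.0041 in edgeR), and all 6 TBI rats lay below every sham rat. For miR-212-5p the values were 732 ± 79.3 CPM and 1427 ± 403 CPM, with a log2 fold change of -0.96 (SE 0.17, adjusted p = 0.00609 in edgeR). miR-128-3p, the most abundant miRNA, had a log2 fold change of -0.75 (SE 0.16, adjusted p = 0.024 in edgeR), which passed 0.05 in 9 of the 12 fits that each left out 1 rat.

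miR-20a-5p was higher in TBI, at 250.4 ± 48.1 CPM against 139.6 ± 15.3 CPM (SD, n = 6), with a log2 fold change of 0.85 (SE 0.15, adjusted p = 0.00609 in edgeR). miR-339-5p had a log2 fold change of 0.83 (SE 0.16, adjusted p = 0.0105 in edgeR) and miR-17-5p one of 0.89 (SE 0.21, adjusted p = 0.0332 in edgeR). miR-17-5p passed 0.05 in 6 of the 12 fits that each left out 1 rat. miR-375-3p rose from 10.9 ± 3.90 CPM in sham to 38.2 ± 26.6 CPM in TBI (SD, n = 6), a log2 fold change of 1.78 (SE 0.39, adjusted p = 0.024 in edgeR), and all 6 TBI rats lay above every sham rat. Its counts were low, from 24 to 126 reads per TBI library and 8 to 46 per sham library, and TBI rat 45 decided much of the mean. Without this rat the log2 fold change was 1.27 (adjusted p = 0.0441 in edgeR, with adjusted p between 0.0168 and 0.0742 over the 12 such fits). miR-211-5p had a log2 fold change of 1.33 (SE 0.34, adjusted p = 0.0355 in edgeR) and lost the threshold in 8 of the 12 fits that each left out 1 rat. miR-135a-3p had a log2 fold change of 1.20 (SE 0.27, adjusted p = 0.0251 in edgeR), from 7 to 71 reads per TBI library, and passed in 7 of the 12 such fits. miR-34c-3p, at 0 to 8 reads in sham libraries, fell under the expression filter. Without the filter it had a log2 fold change of 1.61 (SE 0.45, adjusted p = 0.0464 in edgeR).

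Of the 10 cortical miRNAs the study had picked, 9 were tested, 9 passed over all miRNAs tested and 9 passed when adjusted over the list alone. The study picked them on these same libraries, so the latter count is not independent evidence. The study's 4 reference miRNAs, which were let-7b-3p, miR-330-5p, miR-378a-3p and miR-3594-3p, had absolute log2 fold changes of at most 0.07 in cortex and 0.04 in thalamus. Adjusted p-values in edgeR were at least 0.855 and 0.986. The study chose these references from the same sequencing data, so their small changes are not independent evidence that they are stable. Of the 3 miRNAs with the largest means in cortex, miR-9a-5p and miR-26a-5p did not pass (log2 fold changes of -0.27 and -0.17, adjusted p = 0.262 and 0.290 in edgeR).

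**Figure D1:**
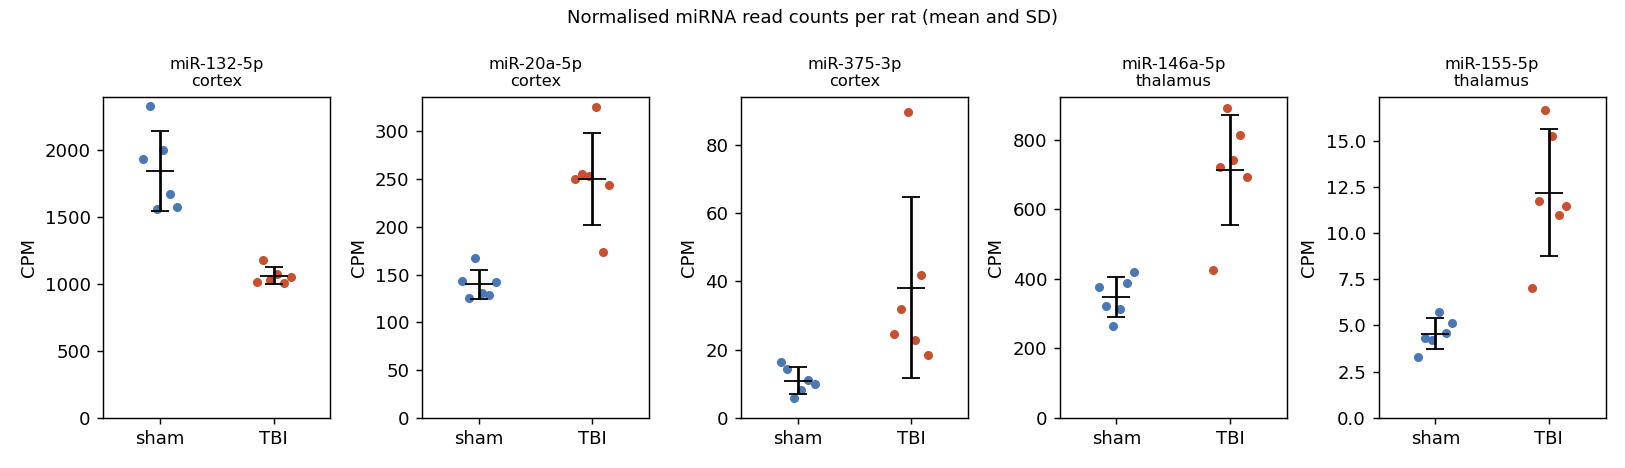
Normalised read counts (CPM, linear axis from 0) of miR-132-5p, miR-20a-5p and miR-375-3p in cortex and of miR-146a-5p and miR-155-5p in thalamus, with a point per rat and black marks for mean and SD of 6 rats. The TBI and sham points of miR-132-5p do not overlap, and miR-375-3p holds 1 TBI rat at 89.7 CPM.

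In the ipsilateral thalamus, 390 miRNAs were tested and 2 passed, both higher in TBI. miR-155-5p was at 12.2 ± 3.42 CPM in TBI and 4.55 ± 0.831 CPM in sham (SD, n = 6), with a log2 fold change of 1.45 (SE 0.26, adjusted p = 0.0189 in edgeR). It rested on 5 to 64 reads per TBI library and 2 to 20 per sham library. miR-146a-5p was at 715 ± 158 CPM in TBI and 347 ± 57.7 CPM in sham (SD, n = 6), with a log2 fold change of 1.04 (SE 0.20, adjusted p = 0.0189 in edgeR). All 6 TBI rats lay above every sham rat for both. Without sham rat 26, 32 or 34 neither passed (adjusted p = 0.0507, 0.0571 and 0.0676 in edgeR), and without sham rat 38 miR-146a-5p did not (adjusted p = 0.0528 in edgeR). The log2 fold change of miR-146a-5p stayed between 0.98 and 1.25 and that of miR-155-5p between 1.38 and 1.67 over the 12 fits. Both miRNAs the study had picked here also passed when adjusted over the list alone, which is not independent evidence for the same reason. miR-128-3p, miR-9a-5p and miR-26a-5p, with the largest means, did not pass (log2 fold changes of -0.30, -0.12 and 0.12, adjusted p = 0.818, 0.849 and 0.831 in edgeR).

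The second question was whether tRNA-derived fragments changed. Over all small RNA features of cortex, 29 of 645 passed in edgeR, 19 higher and 10 lower. Of the 274 tRNA features among them, 13 passed, all higher in TBI, with log2 fold changes of 0.84 to 2.19 (edgeR). Scaling by library size gave 28 tRNA features, 28 higher, while a minimum mean of 50 counts left 1 of 178, since the 13 features were low. The 13 features belonged to 8 anticodons, 5 of them to Asn-GTT. tRNA1652-IleAAT rose from 6.98 ± 1.88 to 31.2 ± 7.17 CPM (SD, n = 6), a log2 fold change of 2.19 (SE 0.24, adjusted p = 5.29e-05 in edgeR), with 6 to 24 reads per sham library and 26 to 131 per TBI library. tRNA5177-LysTTT rose from 6.99 ± 3.00 to 22.2 ± 2.59 CPM (SD, n = 6), with a log2 fold change of 1.70 (SE 0.24, adjusted p = 0.000606 in edgeR). tRNA2846-AsnGTT rose from 39.0 ± 9.67 to 117 ± 20.3 CPM (SD, n = 6), with a log2 fold change of 1.60 (SE 0.20, adjusted p = 0.000208 in edgeR). For all 3 features, all 6 TBI rats lay above every sham rat.

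In thalamus, 14 of 640 small RNA features passed in limma on log2(CPM + 1), all higher in TBI. Of these, 12 were tRNA features, of 266 tested, with log2 fold changes of 1.02 to 2.33. They belonged to 5 anticodons, 7 of them to Asn-GTT. tRNA5177-LysTTT rose from 12.7 ± 3.51 to 56.8 ± 13.3 CPM (SD, n = 6), with a log2 fold change of 2.08 (SE 0.24, adjusted p = 8.58e-05 in limma). tRNA1652-IleAAT rose from 11.2 ± 3.46 to 61.0 ± 21.6 CPM (SD, n = 6), with a log2 fold change of 2.33 (SE 0.27, adjusted p = 8.58e-05 in limma). tRNA353-AsnGTT, tRNA7267-AsnGTT and tRNA4134-AsnGTT had log2 fold changes of 1.62, 1.44 and 1.43 (SE 0.23, 0.23 and 0.25, adjusted p = 0.000628, 0.00198 and 0.00448 in limma). The tRNA count stayed between 10 and 15 when single rats were left out.

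**Figure D2:**
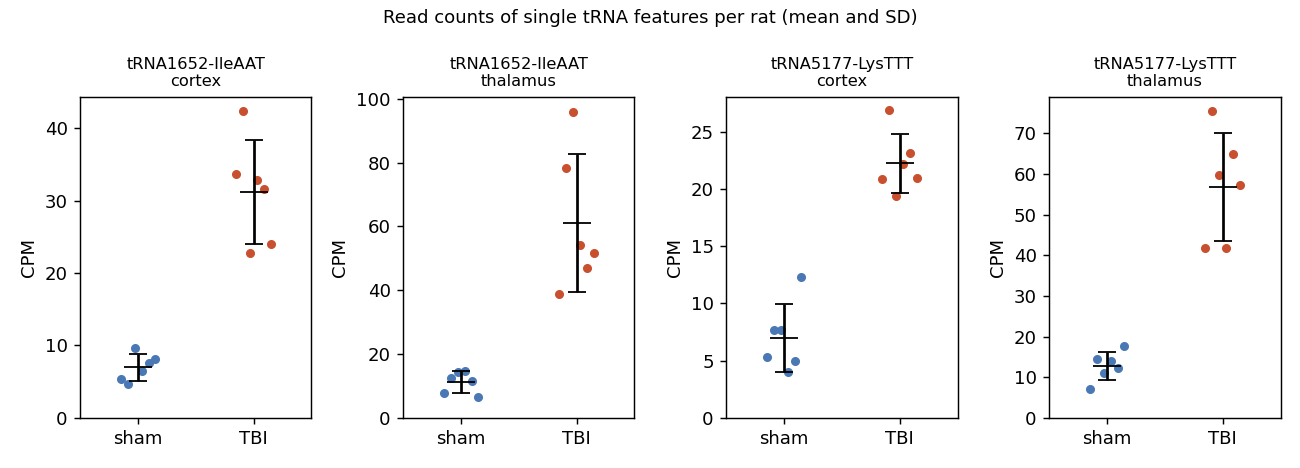
Read counts (CPM, linear axis from 0) of tRNA1652-IleAAT and tRNA5177-LysTTT in cortex and thalamus, with a point per rat and black marks for mean and SD of 6 rats. In each of the 4 panels all TBI points lie above all sham points.

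The features of an anticodon differed. Of 9 Lys-TTT features tested in each region, 1 passed. The other 8 had log2 fold changes of -0.25 to 0.31 in cortex and of -0.04 to 0.70 in thalamus, and tRNA5177-LysTTT made up 1.23% of the Lys-TTT reads in cortex and 2.14% in thalamus. In CPM scaled by library size, the summed Lys-TTT features were at 1513 ± 476 CPM in TBI and 1026 ± 292 CPM in sham cortex (SD, n = 6; exact permutation test, two-sided, p = 0.0649), and at 1908 ± 545 and 1341 ± 679 CPM in thalamus (SD, n = 6; exact permutation test, p = 0.139). With the TMM scaling of the single features the cortical sums were closer, at 1338 ± 332 and 1111 ± 164 CPM (SD, n = 6; exact permutation test, p = 0.160). Of 7 Ile-AAT features, 1 passed in each region, and the other 6 had log2 fold changes of 0.46 to 0.76 in cortex and 0.25 to 0.76 in thalamus. In CPM scaled by library size, all 12 Ile-AAT features of the cortex table summed to 104 ± 20.5 CPM in TBI and 42.5 ± 10.9 CPM in sham, and the 7 of the thalamus table to 132 ± 39.8 and 59.8 ± 6.98 CPM (SD, n = 6; exact permutation test, p = 0.00216 in each region, the smallest the design allows). With TMM scaling, the 7 tested features in cortex summed to 85.0 ± 11.8 and 41.6 ± 9.26 CPM (SD, n = 6; exact permutation test, p = 0.00216).

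Total tRNA did not follow these features. Its share of the small RNA table was 12.9% ± 4.01 in TBI and 10.6% ± 2.87 in sham cortex (SD, n = 6; exact permutation test, two-sided, p = 0.279). In thalamus the shares were 13.3% ± 2.55 and 11.9% ± 3.75 (SD, n = 6; exact permutation test, p = 0.474). The most abundant tRNA features, all Gly-GCC, did not pass. tRNA2163-GlyGCC and tRNA1668-GlyGCC had log2 fold changes of -0.11 and -0.10 in cortex (adjusted p = 0.847 for both in edgeR), and tRNA3456-GlyGCC one of -0.07 (adjusted p = 0.897 in edgeR). In thalamus tRNA1668-GlyGCC, tRNA2163-GlyGCC and tRNA10828-GlyGCC had log2 fold changes of 0.11, 0.11 and 0.14 (adjusted p = 0.917, 0.914 and 0.872 in limma). As a set, the tRNA features had a median difference in log2 CPM of 0.05 in cortex, against -0.08 for the other small RNAs. The directional fry p was 0.159, and in a permutation of the rats 15 of 100 splits gave one as small. In thalamus the medians were 0.27 and -0.05, with a directional fry p of 0.105, and 13 of 100 splits gave one as small. The mixed fry test, which asks for changes in either direction, gave 0.00295 in cortex and 0.00663 in thalamus, values that rest on the fitted model and were not tested by permutation.

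**Figure D3:**
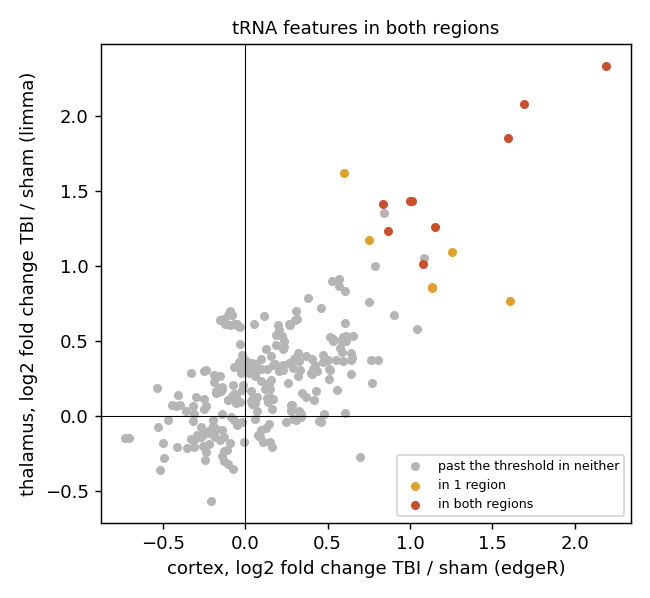
Log2 fold change of TBI over sham for the 263 tRNA features tested in both regions, cortex on the x axis (edgeR) and thalamus on the y axis (limma on log2(CPM + 1)), coloured by whether they passed an adjusted p of 0.05. The 9 features past the threshold in both regions lie in the upper right, above 0 in each.

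Both regions were then compared. Of the 13 cortical and 12 thalamic tRNA features that passed, 9 were shared, all 9 in the same direction, and all 13 cortical ones were higher in thalamus as well. Of the 22 cortical miRNAs, 21 had the same direction in thalamus and 3 reached an unadjusted p under 0.05 there. The regions came from the same rats, which may give part of this agreement. Over all miRNAs tested in both regions, the log2 fold changes had a rank correlation of 0.58. The median over other splits of the rats was 0.41, and 23 of 100 splits gave one as high. When the difference itself was tested, no miRNA of 407 had an injury effect that differed between the regions at an adjusted p of 0.05 in edgeR, with 17 at an unadjusted p under 0.05. No tRNA feature of 250 passed in limma, with 3 at an unadjusted p under 0.05. That limma fit had no composition factor. Its median difference (thalamus less cortex) over all 595 features was -0.195, against 0.012 with median of ratios. The fit was thus offset against a larger tRNA effect in thalamus. The calls in one region and not in the other thus do not show a difference between regions.

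The study described a correlation between miR-146a and tRNA fragments. Here such relations were examined within TBI and within sham thalamus separately, with the summed features of each anticodon. A relation over both groups together, where the injury difference itself can make a correlation, was not tested. The values below therefore neither reproduce nor refute the correlation the study described. Most of each sum came from features that did not pass: tRNA5177-LysTTT held 2.14% of the Lys-TTT CPM in thalamus and tRNA1652-IleAAT 37.6% of that of Ile-AAT. None of 8 relations passed after adjustment, and 2 had an unadjusted exact permutation p under 0.05. In TBI, miR-155-5p and the summed Lys-TTT features had Pearson's r = 0.83 (exact permutation p = 0.0403, adjusted p = 0.161; Spearman's rho = 0.94, exact permutation p = 0.0167, n = 6). Without the 2 libraries farthest from the median of miR-155-5p, r was 0.92. In sham, miR-155-5p and the summed Ile-AAT features had r = -0.85 (exact permutation p = 0.0278, adjusted p = 0.161; rho = -0.83, exact permutation p = 0.0583, n = 6). Without the 2 farthest libraries r was -0.39, which narrows the range of miR-155-5p and leaves n = 4. miR-146a-5p had r = 0.29 with Ile-AAT and r = 0.57 with Lys-TTT in TBI, and -0.03 and -0.43 in sham (rho = 0.09, 0.54, 0.09 and -0.54, n = 6, exact permutation p = 0.636, 0.263, 0.942 and 0.407 for r and 0.919, 0.297, 0.919 and 0.297 for rho). Without the 2 farthest libraries these r were -0.54, -0.52, 0.77 and -0.43. The other relations of miR-155-5p had r = 0.38 with Ile-AAT in TBI and r = 0.50 with Lys-TTT in sham (rho = 0.54 and 0.37, exact permutation p = 0.442 and 0.301 for r, 0.297 and 0.497 for rho, n = 6), and -0.17 and -0.66 without the 2 farthest libraries. The relations depended on the scaling. With library size only, all 8 had a positive r, where 5 had with TMM factors. In TBI, r was then 0.59 and 0.77 for miR-146a-5p with Ile-AAT and Lys-TTT, and 0.67 and 0.91 for miR-155-5p. In sham, r was 0.16 and 0.13 for miR-146a-5p, and 0.16 and 0.92 for miR-155-5p. None passed after adjustment (smallest adjusted exact permutation p = 0.0889). With tRNA1652-IleAAT and tRNA5177-LysTTT in place of the sums, a choice made after the data were seen, none of 8 passed either (smallest adjusted exact permutation p = 0.211). For miR-146a-5p, r was then 0.62 with the Ile-AAT feature and 0.33 with the Lys-TTT feature in TBI, and -0.85 and 0.36 in sham (n = 6). For miR-155-5p and the Lys-TTT feature in TBI it was -0.09, against 0.83 with the sum.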

Values the study reported

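The study reported 19 differentially expressed miRNAs in the perilesional cortex at an FDR under 0.05. By droplet digital PCR it gave fold changes of 3.44 for miR-375-3p and 1.45 for miR-211-5p in cortex, and 2.01 for miR-146a-5p and 2.34 for miR-155-5p in thalamus. The other cortical miRNAs it picked did not pass 0.05 by that method, though most moved in the direction seen by sequencing. Among them were miR-132-5p, miR-212-5p, miR-20a-5p and miR-128-3p. For miR-146a the study's quantitative RT-PCR gave smaller rises, and an assay of its main sequence alone did not pass 0.05. Its thalamic reads of miR-155-5p averaged 12.49 (SD 4.61) in TBI and 4.56 (SD 0.95) in shams. By quantitative RT-PCR, fragments of tRNA IleAAT had a fold change of 1.5 in cortex and 5.4 in thalamus. The study called the cortical value only a trend (p > 0.05, Mann-Whitney test). Fragments of tRNA LysTTT had a fold change of 6.9 in cortex and 5.2 in thalamus. These RT-PCR values came from total RNA, in which precursor and mature tRNA are present. In cortical RNA selected for 20 to 50 nt (3 rats per group), the values were 2.1 for IleAAT and 3.3 for LysTTT, both with p > 0.05.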

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

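Among 98 groups of 6 values examined (named features, tRNA shares, summed anticodons and depth), 7 held a value far from the rest, where chance alone gives about 4.9. The number is thus close to chance. The measure is the gap from the outermost value to the next, divided by the range of the group. The test of depth was set before these values were seen, and no test here was chosen after. No biological explanation was tested for these 7 values.

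In TBI cortex, rat 45 had 89.7 CPM of miR-375-3p, with the next rat at 41.8 CPM (gap over range 0.671). In the same group rat 52 had the lowest miR-212-5p in the small RNA table, 520 CPM against 620 CPM for the next (0.712), which runs with the fall in TBI. In TBI thalamus, rat 52 had the highest tRNA10828-GlyGCC, 7867 CPM against 5835 CPM (0.640). Rat 56 had the highest let-7b-3p in TBI thalamus, 288 CPM against 167 CPM (0.633). In sham thalamus, rat 55 had the highest miR-128-3p, 276856 CPM against 136386 CPM (0.799), and the lowest tRNA4134-AsnGTT, 6.38 CPM against 14.0 CPM (0.631). In sham cortex rat 55 had no miR-34c-3p read, where the next had 1.94 CPM (0.627), and a count of 0 in that library allows up to 3.04 CPM of its small RNA table, so this value is within the limit of the depth.

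Low depth may explain part of these. Rats 55 and 56 had the shallowest thalamus libraries, and 3 of the 7 far values belonged to the 2 shallowest libraries of their region, which are 2 of 12. With 7 values this leaves the role of depth open, since 4 of the far values, among them miR-375-3p of rat 45, came from deeper libraries. Depth and the rat itself cannot be told apart for rats 55 and 56, as their libraries were shallow or near the shallowest in both regions. The call of miR-375-3p did not rest on rat 45, although its log2 fold change fell from 1.78 to 1.27 without it.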

How the results depend on the processing

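The alternatives were chosen before the data were examined, except some chosen afterwards: limma on log2(CPM + 1) in cortex, cortex without miR-128-3p, unweighted TMM factors in thalamus, a minimum mean of 20 CPM in thalamus, other scaling of the summed tRNA features, and single tRNA features in place of the sums in the relations.

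The cortical miRNA count of 22 kept within 1.5 times under most settings, but was 39 with library size only (36 higher, 3 lower, against 11 and 11), 41 with DESeq2 (all 22 of the original calls among them) and 5 with all 24 libraries in one fit. Leaving out 1 rat at a time gave 4 to 30, with 4 without rat 38, 5 without rat 50, 6 without rat 24, 7 without rat 26, 8 without rat 32, 11 without rat 45 and 12 without rat 52. The thalamic count of 2 was 1 with a minimum mean of 50 counts, since miR-155-5p is removed by it, 5 with all 24 libraries, and 0 to 2 when single rats were left out (0 without rat 26, 32 or 34, 1 without rat 38). The cause of the change with all 24 libraries was not tested.

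The cortical small RNA count of 29 was 55 with library size only (52 higher, 3 lower), 55 with limma on log2(CPM + 1) (52 higher, 3 lower), and 6 with a minimum mean of 50 counts. Library size and the CPM table share the missing composition factor, and the median log2 fold change moved by 0.30 and 0.27. Scaling from the miRNA counts left 29 but gave 24 higher and 5 lower against 19 and 10. Leaving out single rats gave 9 to 31, with 9 without rat 50, 11 without rat 24 or 45, 12 without rat 38, 14 without rat 32, 18 without rat 26 and 19 without rat 52. The cortical tRNA count of 13 was 28 with library size only, 27 with limma on log2(CPM + 1) and 1 with a minimum mean of 50 counts, because that filter removes low features. All 13 were among the 28 and the 27. Thus cortex and thalamus counts obtained with different scaling are not like for like. Summing features by anticodon left 4 anticodons in cortex (Ile-AAT, Asn-GTT, Arg-ACG and Phe-GAA) and 3 in thalamus (Asn-GTT, Arg-ACG and Ile-AAT), and Lys-TTT was not among them. A sum takes in the features that did not pass, and that of Lys-TTT had a log2 fold change of 0.39 in cortex and 0.60 in thalamus. The log2 ratio of the summed features in cortex fell from 1.29 to 1.03 for Ile-AAT and from 0.56 to 0.27 for Lys-TTT with TMM scaling of the tested features. In thalamus unweighted TMM factors gave 1.05 and 0.45, against 1.15 and 0.51. Leaving out single rats gave 6 to 14 tRNA features in cortex, with 6 without rat 50 and 7 without rat 24 or 45. In thalamus the small RNA count ran from 10 to 18 and the tRNA count from 9 to 16 over the settings other than the anticodon sums, and all tRNA calls were higher. Leaving out single rats gave 10 to 17 and 10 to 15.

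The tRNA set passed only with camera at its preset correlation, at p = 1.08e-05 in cortex and 4.22e-14 in thalamus. Neither call held under fry or the estimated correlation (p = 0.162 and 0.10). Leaving out single rats gave fry p from 0.0227 to 0.295 in cortex and from 0.0422 to 0.224 in thalamus, under 0.05 only without TBI rat 63 and TBI rat 22. The cause of this change without single rats was not tested. The tRNA shares kept their direction and did not pass in any fit, with a difference of 1.22 to 3.54 percentage points in cortex and 0.47 to 2.29 in thalamus when single rats were left out.

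With the rat as a replicate block, whether fixed or by duplicateCorrelation, the interaction called 0 miRNAs and 0 tRNA features, as without it. At an unadjusted p under 0.05 these fits had 20 and 24 miRNAs, and 11 and 8 tRNA features. The other comparisons are between different rats and had no block. None of the 8 relations passed with library size only or with single features in place of the sums. Without the 2 farthest libraries only the correlations were computed, since 4 libraries are too few for a relation to pass.

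Of 156 values of single named features and summed anticodons under settings other than leaving out a rat, 151 kept their side of the threshold and 5 became weaker. All 5 were in the fit of all 24 libraries. Leaving out rats weakened 31 of 228. The reference miRNAs, with changes near 0, crossed 0: in cortex miR-378a-3p at -0.023 and miR-3594-3p at -0.011 with all 24 libraries, in thalamus miR-3594-3p at -0.065 with limma-trend and miR-330-5p at -0.0019 with library size only. Leaving out rats gave, in cortex, -0.095 to 0.11 for miR-378a-3p, -0.14 to 0.20 for miR-3594-3p, -0.047 to 0.15 for miR-330-5p and -0.25 to 0.11 for let-7b-3p, and in thalamus -0.043 to 0.42 for miR-378a-3p, -0.14 to 0.21 for miR-3594-3p and -0.15 to 0.39 for let-7b-3p. None passed.

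Not run were the count tests, the count filters and library size only on the thalamus small RNA CPM (the last is identical to the values used), the fit of all 24 libraries for cortex tRNA counts, the settings for normalized values on count tables, and the denominator of tRNA plus miRNA, which the tables already are. Depth limits the low features: 1 read in the shallowest thalamus library is worth 1.62 CPM.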

Other observations

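The tests of general tRNA breakdown, of log2 depth as a covariate and of choroid plexus in cortex (the median and the ratio), and the count of splits with tRNA features passing in both regions, were chosen after the results were seen, and so were the use of fry and the standard error beside the medians of the lists, and the choices to leave open a list whose members went both ways and the reads shared between tRNA copies, whose test met the criterion set for it. The other tests were set before.

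Other splits of the 12 rats gave fewer calls in most cases. Of 100 splits drawn from 462, the real one included, 3 gave as many cortical miRNAs, 4 as many cortical small RNA features and 4 as many cortical tRNA features. In thalamus the corresponding numbers were 3, 2 and 2. The other splits were not empty, however: one grouped TBI rats 22, 24, 45 and 52 with sham rats 32 and 34 and gave 34 miRNAs and 59 tRNA features in cortex, with a mean log2 depth difference between its sides of 0.940 against 0.10 for the real split. A second, with 4 sham rats on 1 side, gave 38 miRNAs and 13 tRNA features, with a depth difference of 0.769. Another kept 5 TBI rats on 1 side and gave 37 tRNA features, with a depth difference of 0.137. In thalamus another split, with 4 sham rats on 1 side, reached 23 tRNA features. These splits keep part of the real grouping, so injury may add to their calls. Most other splits that keep as much of it gave no tRNA call, however. What else lies behind the calls of these splits stays open. For the tRNA set test 15 splits in cortex and 13 in thalamus gave a fry p as small. For the interaction 14 splits gave as many miRNAs and 44 as many tRNA features at an unadjusted p under 0.05.

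The tRNA features that rose were a small part of tRNA. In cortex the 13 features held 0.209% of the tRNA CPM and in thalamus the 12 held 0.306%. General tRNA breakdown, or poorer RNA in injured tissue, would raise the abundant tRNAs as well. The study reported RNA integrity numbers within a narrow range before sequencing, which bears on poorer RNA. Their values per group were not examined here. The 25 abundant features (mean of at least 1000 CPM) in cortex had a median log2 fold change of -0.0056 (range -0.53 to 0.51), and the 23 in thalamus one of 0.20 (range -0.07 to 0.36), where 76.7% of all tested tRNA features were higher. The passing features were chosen for large changes, so a comparison with them decides nothing, and the role of general breakdown stays open. With factors from the miRNA counts, 13 of 13 stayed in cortex and 12 of 12 in thalamus. These factors moved the median log2 fold change of all small RNA features up, by 0.128 and 0.021. They could hardly remove a rise, so this test does not exclude scaling. In thalamus, median of ratios and unweighted TMM factors moved the median by -0.076 and -0.080. The tRNA counts under these 2 settings lie in the range given above. Depth enters the number of calls in cortex: with counts thinned to the smallest library, 3 of 13 stayed, fewer than the level set in advance, in a test that also removes power. The covariate was tried after this outcome. A depth difference between the groups is not the whole source, as 12 of 13 stayed with log2 depth as a covariate, all 13 with their direction, and 12 of 12 stayed in thalamus. A rise of fragments from few tRNAs after injury stays open beside the roles of depth, scaling and general breakdown.

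The number of passing tRNA features may overstate the number of separate changes. In cortex 7 of the 13 had a passing partner of the same anticodon whose share of the pair's reads was constant over the 12 libraries within sampling noise (8 of 11 such pairs, chi-square test). Near-identical copies that share reads would give this, and so would separate tRNAs that move together, at totals of 246 to 426 reads for most of these features. The Asn-GTT feature with the most reads, tRNA2846-AsnGTT (2076 reads), had a constant share with only 1 of its 4 partners. Shared reads and joint changes cannot be told apart here, and thalamus was not tested.

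The tRNA effects ran parallel in both regions, with a rank correlation of 0.61 across 263 features, which are not independent replicates. Rats shared between the regions raise this by themselves: the median over the other splits was 0.30, and 6 of 100 splits gave a correlation as high. The other splits as high kept 4 or 5 rats of 1 group on 1 side, so injury may add to their correlation as well. Whether the correlation over all tested features goes beyond what shared rats give therefore stays open. The 9 features that passed in both regions were not matched: 1 of 100 splits, the real one, gave as many, and no other split had a passing tRNA feature in each region. Only 3 other splits had any in cortex and 2 in thalamus, so this count adds little to those of the single regions.

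The cortical miRNA calls did not rest on the fall of the most abundant miRNA. Without miR-128-3p, 21 of the other 21 stayed. With counts thinned to the smallest library 15 of 22 stayed in cortex and 1 of 2 in thalamus. With log2 depth as a covariate 21 of 22 and 2 of 2 stayed.

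The thalamus library of TBI rat 45 held 15965 CPM of miR-204-5p, where the next library had 5897. This feature was singled out after its values were seen. Choroid plexus tissue in the piece is a candidate source, since it lies in the ventricle beside the thalamus. The list has 9 miRNAs, of which the study picked 2 (miR-211-5p and miR-34c-3p) in cortex from these libraries. In the test of choroid plexus tissue in the piece, 6 of 6 other tested members of the list were highest in this library, among them miR-34c-5p at 6738 CPM. That could also be ependyma or another tissue with the same miRNAs, which was not tested. The 2 thalamic miRNA calls held without this rat.

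The same tissue could lie behind miR-211-5p in cortex. The other 5 tested members had a median log2 fold change of 0.71, which met the criterion written for it. The test of the ratio of miR-204-5p to miR-211-5p was added afterwards and decided the reading. The arms of miR-34b and miR-34c were higher, while miR-204-5p, the most abundant, changed by -0.09 (SE 0.24). The cortex library of rat 45 was the highest of the 12 for miR-204-5p (2183 CPM, next 1543 CPM), miR-34b-5p, miR-34b-3p and miR-34c-5p (1115 CPM, next 538 CPM), so such tissue may have entered that piece too. miR-211-5p was highest in rat 24. Carried-over tissue would bring miR-204-5p with it. In the thalamus library of rat 45 there were 84.4 reads of miR-204-5p per read of miR-211-5p, and in sham cortex 77.4 ± 12.6 (SD, n = 6). In TBI cortex the ratio was 30.9 ± 11.2 (SD, n = 6), lower in 6 of 6 rats than in every sham rat (exact permutation test, p = 0.00216, the smallest the design allows). A rise of miR-211-5p apart from choroid plexus remains open as a hypothesis.

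More blood in injured tissue was tested as a source of the thalamic miR-146a-5p and miR-155-5p. The red cell list (2 of 3 tested, miR-451-5p at 25.5 CPM in TBI) had a median log2 fold change of -0.067, but its members went both ways (0.29 and -0.42), so the share of red cells is left open. The white cell and microglia list (3 of 5 tested, all higher, miR-150-5p the most abundant at 1445 CPM in TBI and 1029 CPM in sham) had a median of 0.58, with a directional fry p of 0.00881, and 0.51 with library size only. More such cells may therefore contribute. None of the members passed in the thalamus on its own, and all 3 are also present in sham brain.

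Members of the cluster of miR-17 to miR-92a rose together in cortex. Besides miR-17-5p and miR-20a-5p, the 3 other tested members of a list of 11 were higher, with a median log2 fold change of 0.52 (0.71 with library size only, 0.50 with median of ratios) and a directional fry p of 0.0041. In thalamus 6 of 6 tested members were higher, with a directional fry p of 0.0312. A rise of the whole transcript is a candidate explanation, but miR-17-5p and miR-20a-5p are near-identical to other family members, and reads may be shared.

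For miR-132-5p and miR-212-5p the opposite arms fell less. miR-132-3p and miR-212-3p had a median log2 fold change of -0.39 (-0.18 with library size only, -0.42 with median of ratios), with a directional fry p of 0.0194, where miR-132-3p passed at -0.55 (adjusted p = 0.0355 in edgeR) and miR-212-3p did not at -0.23 (adjusted p = 0.516 in edgeR). Whether the whole hairpins fell or the 5p arms fell more cannot be told apart. The median fell short of the level set in advance, by less than 1 standard error, and the rule that leaves such a case open was adopted after the value was seen.

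By sequencing, the fold change of miR-375-3p in cortex was 3.43 and that of miR-146a-5p in thalamus 2.06. Both are close to the droplet digital PCR values quoted from the study, while its quantitative RT-PCR of miR-146a gave smaller rises. miR-155-5p in thalamus had 2.73, above the quoted value. In thalamus tRNA1652-IleAAT had 5.04 and tRNA5177-LysTTT 4.24, both below the quoted values. These 2 folds are on the log2(CPM + 1) scale, which understates the change of low features. The means of tRNA1652-IleAAT were 61.0 CPM in TBI and 11.2 CPM in sham, so its gap to the quoted value may come from that scale. The fold change of miR-211-5p in cortex was 2.51 by sequencing. That is higher than the value quoted from the study above, which was measured by another method. The fold change of tRNA1652-IleAAT in cortex was 4.57. That is higher than both cortical PCR values quoted for Ile-AAT fragments. The summed Ile-AAT features in cortex had a fold change of 2.44 scaled by library size and 2.04 with TMM scaling. These are near the PCR value after size selection. The fold change of tRNA5177-LysTTT in cortex was 3.24. That is lower than the PCR value quoted for Lys-TTT in total RNA, which also holds precursor and mature tRNA, and near the one after size selection. The summed Lys-TTT features in cortex had fold changes of 1.47 and 1.20 with the same scalings, lower than both PCR values.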
